A study of Mus musculus with 20 samples. Its data were reported in "Shared and Unique Features Distinguishing Follicular T Helper and Regulatory Cells of Peripheral Lymph Node and Peyer’s Patches" (2018).

How the data were processed

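RNA of sorted CD4 T-cell fractions from mice was measured on 20 single-colour Agilent arrays, 1 array per sorted sample, each sample pooled from several mice of both sexes. The 12 groups were naive T cells, T follicular helper (TFH) cells, regulatory T (Treg) cells and T follicular regulatory (TFR) cells of peripheral lymph nodes (pLN) on day 12 after immunisation (d12, 2 arrays per group) and on day 25 (d25, 1 array per group), and TFH cells that carried or lacked the GL7 epitope (GL7+ and GL7-), Treg cells and TFR cells sorted out of Peyer's patches (PP, 2 arrays per group). The TFH cells of pLN were sorted as GL7+, while TFR cells were sorted irrespective of GL7. Replicate numbers follow the order of deposition and go with the slides, but the model of the comparisons does not pair samples by slide.

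The arrays lay on 5 slides of 4 arrays, scanned on 4 days. Slide 1 held replicate 1 of the pLN d12 groups, slide 2 their replicate 2, slide 3 the pLN d25 groups, slide 4 replicate 1 of the PP groups and slide 5 their replicate 2. Each slide thus held the 4 groups of 1 tissue and day. The labels name immunisation and a day for the pLN samples and neither for the PP samples, so immunisation is tied to tissue. The RNA input per the labels was 50 ng on slides 1 and 4 and 40 ng on slides 2, 3 and 5, so input and slide are tied.

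The deposited scanner files give, for each printed feature, a background-subtracted and detrended intensity from the scanner software, the raw mean intensity of its pixels and the median intensity of its local background, with other columns that hold quality marks (not intensities) set by the software. The other columns of the deposited files used here were the marks for outliers, for saturation and for signal well above background. The series matrix of the authors holds intensity on a linear scale, which the authors averaged over the on-chip features of a probe, quantile normalised, scaled to a 75th percentile of 1500, floored at 20 and rounded.

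Values were rebuilt from the scanner files. For each of 39429 probes, the geometric mean of the processed intensity was taken over its 4 on-chip features, after leaving out features marked as outliers by the software, features outside 1.42 times the interquartile range and features with a pixel coefficient of variation above 0.5. Between 13230 and 19398 of 157716 features were left out per array. The probe values were quantile normalised (limma 3.58.1 in R 4.3.3), scaled to a 75th percentile of 1500, floored at 20 and taken to log2. They differed from the authors' values by a median of 0.0347 to 0.0362 on the log2 scale per array.

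A probe counted as detected on an array when at least 3 of its 4 features were well above background. Depth on an array is signal over background: 43.0% to 58.0% of probes were detected per array, no probe was saturated, and the median local background lay between 24 and 78 except on pLN d12 TFR replicate 2, where it was 268. The lowest normalised intensity of a detected probe was between 20 and 144, so levels under that are not resolved. Tested were the 22264 probes detected on both arrays of at least 1 group of 2. Positions are those of the array annotation (mouse assembly mm9). Gene symbols come from a RefSeq table matched by accession, used for names only: 27508 probes matched, of which 2017 had another symbol than the deposited annotation, and 32946 probes had a symbol.

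The comparisons used 1 linear model with a mean for each of the 12 groups, fitted to all 20 arrays with limma (lmFit and eBayes, 8 residual degrees of freedom). The d25 groups of 1 array are assumed to vary like the groups of 2. P-values are two-sided and adjusted by the Benjamini-Hochberg method over the tested probes of a comparison, and 16 comparisons were made. A probe was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Differences among the 12 groups were called by limma's F test at p under 0.001 and adjusted p under 0.005, and principal components were computed from the called probes. The follicular programme is the set of probes called between pLN d12 TFH and naive T cells, scored in other comparisons by the median log2 change multiplied by the sign of the TFH change. Where both arrays of a group were below background, the fold is given as a bound ("at least"). It was computed from log2 means with that group's arrays raised to at least their lowest detected normalised intensity. A probe below background can read above that intensity, so these bounds are approximate. Ascl2 on pLN d12 naive T replicate 1, for example, read 58.9, where the lowest detected intensity was 41.09. Median folds of marker lists between slides are bounds of the same kind where genes were below background on slide 5.

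On simulated data with the groups and spread of these arrays and 200 changed probes, the test was checked before use. The simulated arrays varied independently, without a shift shared by the arrays of a slide. The real arrays of a slide do not vary independently (within-slide correlation 0.742). The recoveries and false calls thus hold for independent arrays only, and were not measured for differences between slides. A true log2 change of 2 was recovered for 69.5% of changed probes between TFH and naive T cells, 30.5% for a difference between tissues in the change from Treg to TFR, 91.0% for the tissue difference averaged over 3 cell types and 54.0% for d25 against d12, with 5 to 6 false calls each. Changes of 1.5 were recovered for 38.0%, 0%, 82.5% and 2.5%.

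Genes were named by a rule set before the data were examined: 70 genes that the text of the study names, each by its brightest probe; up to 3 leading probes per direction and comparison, which had to be called, detected and unsaturated on every array of both groups without overlap between the groups; and genes of marker lists where a test uses them. Which of the 70 genes are printed with values for which comparison was chosen after all their values were seen, so counts over all 70 are given beside them. The genes drawn in the plots of intensity and the genes outside the rule that make up counts of 5 or fewer were also chosen after their values were seen.

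The alternatives set before the data were examined were scaling to the 75th percentile without quantile normalisation, no floor, no detection filter, the median of all on-chip features, normexp background correction with an offset of 50, the authors' series matrix values, slide as a block (a fixed term within tissue and a random effect between tissues), scan day as a block where it differs from slide, RNA input as a covariate, only the compared groups in the fit, unmoderated tests, trend and robust moderation, and each array left out in turn. For the programme, only its rising or only its falling probes, or all probes by adjusted p alone, were used as well. Leaving out slide 4 was added after seeing the data. Marker lists for B cells, myeloid cells, epithelial cells, CD8 T cells and both sexes were written from general knowledge before they were used. The B-cell list includes Cd79a, whose probe has a doubtful annotated position (chromosome 12). Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Not used here were array coordinates beyond naming positions, and no probe was realigned because only a gene name table was at hand.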

Results

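Expression was compared across 12 groups of sorted CD4 T cells on 20 arrays, with 2 arrays per group in pLN d12 and PP and 1 array per group in pLN d25. Arrays of the same group correlated with r between 0.955 and 0.986 across the tested probes, which are not independent replicates. limma's F test called 3848 of 22264 probes (17.3%, 3083 genes) as different among the groups. As a ratio, this number moved most when the 4 arrays of slide 4 were left out (941 probes, an alternative chosen after seeing the data). A random block for slide gave 7360. The first 3 principal components of these probes held 52.3%, 21.1% and 13.9% of the variance. The root mean square log2 difference over these probes was 0.39 to 0.57 between the single arrays of a group. Between group means, it was 2.24 between TFH and naive T cells of pLN d12, 1.49 and 1.62 between TFR and Treg cells of pLN d12 and PP, and 1.33 and 1.16 between TFR and TFH cells of pLN d12 and PP. Between PP and pLN d12 it was 1.16 for TFH and 1.03 for Treg cells and larger than both for TFR cells. It was 0.37 between GL7+ and GL7- TFH cells. The probes were chosen on these arrays for differing between groups more than within them, so smaller values within groups follow partly from that choice. Values within a group compare single arrays of different slides, while the others compare group means. Between means of the same tissue and day a shift shared by a slide cancels, so the values are not directly comparable.

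**Figure D1:**
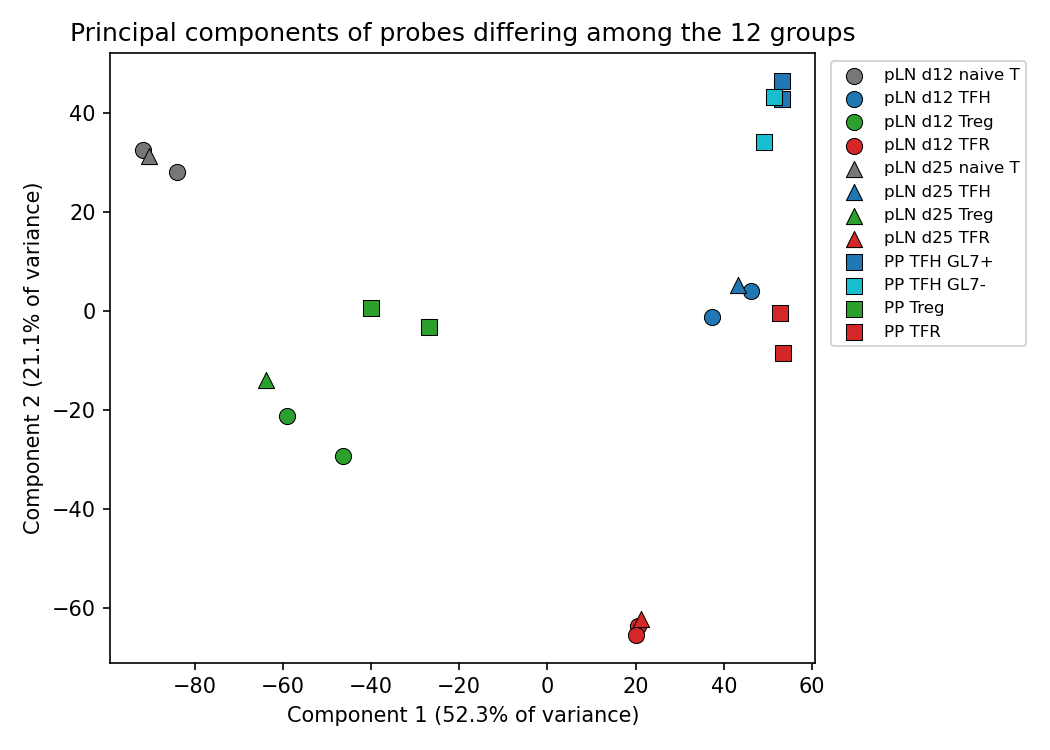
Each point is 1 of the 20 arrays on the first (52.3% of variance, x axis) and second (21.1%, y axis) principal components of the 3848 probes that differ among the 12 groups. Colour gives the cell type and shape gives the tissue and day.

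To find the transcripts that separate TFH from naive cells, pLN d12 TFH cells were compared with naive T cells. limma called 3283 probes (2517 genes), 2064 higher and 1219 lower in TFH cells. This count moved most when only these 2 groups entered the fit (1463 probes, 1420 of them among the 3283). The leading probes were Sostdc1, Il4 and Tigit among the higher ones and Pdlim4, Lypd6b and A530021J07Rik among the lower ones. Sostdc1 (probe A_55_P2158121, chromosome 12, 37044532 to 37044591) had a mean normalised intensity of 71110 ± 28400 (SD, n = 2 arrays) in TFH and 213 ± 142 in naive T cells, a log2 fold change of 8.50 (SE 0.80, adjusted p 5.03e-05). Of the 70 genes that the study names, 61 were called (49 higher, 12 lower), and 62 when adjusted over the list alone. The study chose those genes on overlapping samples, so counts over the list are not independent evidence. Bcl6 (probe A_52_P161495, chromosome 16, 23965160 to 23965219) was higher by a log2 fold change of 3.33 (SE 0.32, adjusted p 5.6e-05), Cxcr5 by 6.39 (SE 0.32, adjusted p 1.53e-06), Pdcd1 by 6.26 and Icos by 2.93. Ascl2 was at least 521-fold higher (an approximate bound), with both naive arrays below background. Ccr7, Klf2 and S1pr1 had log2 fold changes of -3.70, -3.38 and -3.62. Icos and Il4 each lost their call under 1 of the alternatives and the other genes named for this comparison under none.

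**Figure D2:**
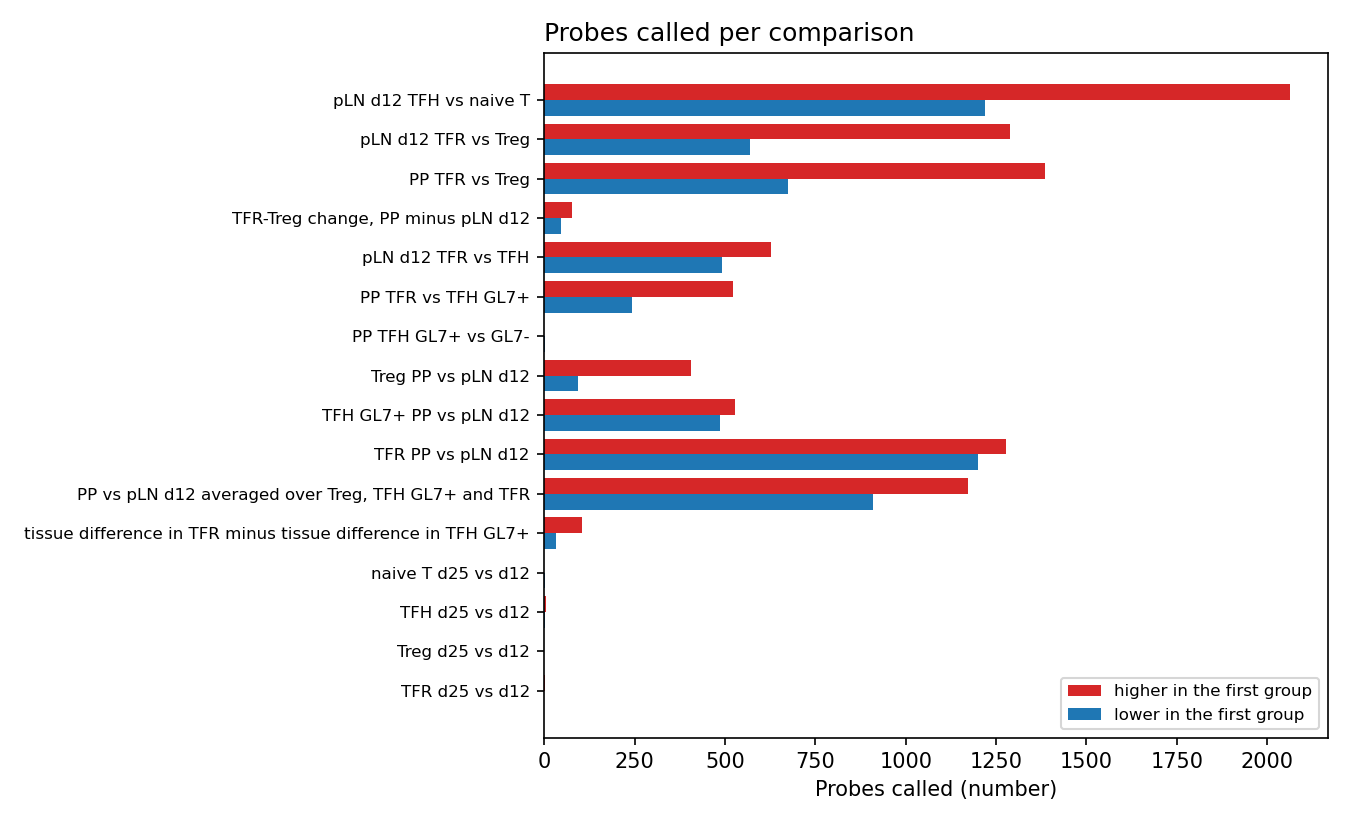
Bars give the number of probes called in each of the 16 comparisons (x axis, from 0), higher (red) or lower (blue) in the group or difference named first. The counts run from 0 for Treg cells of d25 against d12 to 2064 probes higher in TFH than in naive T cells.

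The step from Treg to TFR cells was then compared between tissues. In pLN d12, TFR and Treg cells differed on 1858 probes (1289 higher, 569 lower in TFR), and in PP on 2059 (1386 higher, 673 lower). Of these, 995 were called in both, 992 in the same direction, where 171.8 would be shared by chance if calls were independent. The comparisons have no array in common but share the estimate of spread per probe. Their calls are thus not independent, and the chance value is too low by an amount not measured. A fixed block for slide gave 3092 in PP, including all 2059, and leaving out slide 4 gave 996. When only the compared groups entered the fit, limma called 585 probes in pLN d12 and 0 in PP (3502 at an unadjusted p under 0.05). Single arrays mattered as well, with 954 probes in pLN d12 without Treg replicate 2 and 1291 in PP without PP Treg replicate 2. The leading probes in pLN were Aunip, Rad51b and E2f8 (higher) and Ly6c1, Tmem108 and Cnn3 (lower). In PP they were Sostdc1, Cebpa and Slc7a10 (higher) and Ly6c1, Gbp2b and Gm11346 (lower), of which Slc7a10 lost its call without slide 4. Over the 3283 probes of the follicular programme, the median signed log2 change from Treg to TFR was 1.08 in pLN d12, 1.07 in PP and 1.22 in pLN d25. The PP median minus the pLN d12 median was -0.0030, within its spread from single TFR arrays (SD 0.0276). It moved most to 0.102 without pLN d12 TFH replicate 2, and was -0.098 without pLN d12 TFH replicate 1. The median of TFR minus TFH cells over the programme was -0.163 in pLN d12 and 0.0967 in PP. That of PP minus pLN d12 was 0.224 for TFR, 0.143 for Treg and -0.0886 for TFH cells, and no spread was computed for these 5 medians. The programme's probes and signs were chosen on the pLN d12 TFH arrays, which favours high signed values there. The medians that subtract those arrays (-0.163 and -0.0886) are thus lowered by construction, by an amount that was not measured. They do not show a difference between the tissues. The Treg to TFR change was larger in PP than in pLN d12 for 51.3% of the probes, and with only the rising probes the difference of medians was -0.0870. In pLN d12 93.7% of the programme's probes changed in the direction of TFH cells, and in PP 92.4% did.

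Of the 70 named genes, 39 were called between TFR and Treg cells in pLN d12 and 49 in PP (49 and 53 when adjusted over the list alone). Bcl6 was higher in TFR cells by a log2 fold change of 1.28 (SE 0.32, adjusted p 0.0277) in pLN d12 and 3.19 (SE 0.32, adjusted p 0.000178) in PP. Its pLN call was lost under 6 of 16 alternatives. Ascl2 (probe A_55_P2033725, chromosome 7, 150152734 to 150152793) was higher by 2.03 (SE 0.47, adjusted p 0.0196) in pLN d12 and by 6.11 (SE 0.47, adjusted p 4.69e-05) in PP. Its pLN call was lost under 5 of 16 alternatives. In PP, the log2 fold changes of Klf2, Il2ra and Socs2 were -4.08, -2.96 and -4.02 (adjusted p 0.000265 to 0.00432). In pLN d12 these were -1.38, -0.58 and -1.10 and none was called (adjusted p 0.0749 to 0.612). There, Klf2 gained a call under 2 of 16 alternatives (lowest adjusted p 0.0361), Socs2 under 1 (0.01) and Il2ra under none.

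The test of the difference between tissues in the Treg to TFR change called 122 probes (77 larger in PP, 45 smaller), with 1818 at an unadjusted p under 0.05. Of the 70 named genes it called Ascl2 alone (20 when adjusted over the list alone), at a difference of 4.08 (SE 0.66, adjusted p 0.0289). That call was lost under 11 of 21 alternatives. The count fell to 37 without pLN d12 TFR replicate 1 and rose to 1019, including all 122, when slide was a fixed block. The differences for Bcl6 (1.91, adjusted p 0.127), Klf2 (-2.70, 0.115), Socs2 (-2.92, 0.107) and Il2ra (-2.38, 0.284) did not pass the correction, but they gained a call under 2, 2, 4 and 1 of 21 alternatives. For all 4 genes the fixed block for slide was among these, with adjusted p 0.0167, 0.036, 0.00603 and 0.0139, the lowest over the alternatives, where the highest were 0.433, 0.406, 0.342 and 0.701. Their uncalled state thus rests on a model that does not pair samples by slide. The leading probes were Ascl2, Ntrk3 and Atp1b1 (larger in PP) and Lmna, Lad1 and Gzmb (smaller). All 6 lost their calls when slide 4 was left out, which leaves 1 array per PP group. Without slide 4 all 122 probes kept their direction and a difference of at least 1 on the log2 scale, with a median of 2.23 against 2.34 in the full set.

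**Figure D3:**
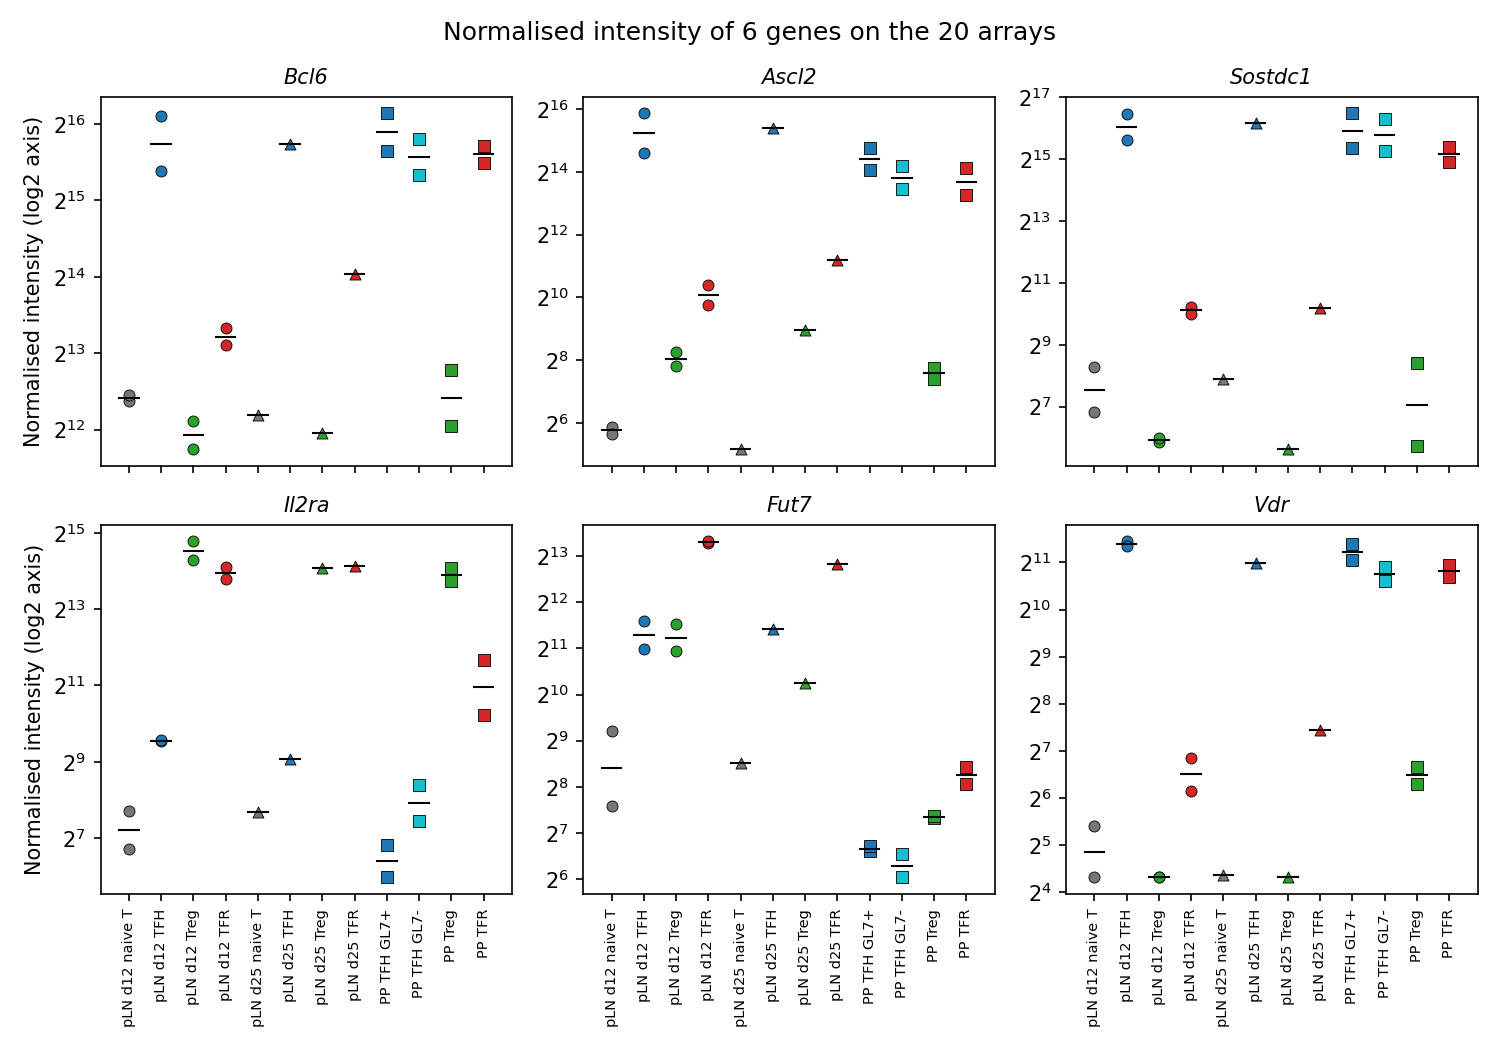
Points give the normalised intensity (log2 axis) of Bcl6, Ascl2, Sostdc1, Il2ra, Fut7 and Vdr on each of the 20 arrays, by group, and lines give the mean of the log2 values. For Sostdc1, for example, the mean log2 value is 15.17 in PP TFR cells and 10.11 in pLN d12 TFR cells.

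TFR cells were compared with TFH cells of the same tissue to separate regulatory from helper features. In pLN d12, 1116 probes were called (626 higher, 490 lower in TFR) and in PP 765 (522 higher, 243 lower) against GL7+ TFH cells. Of these, 420 were called in both, 417 in the same direction, with 38.4 expected by chance if calls were independent. They are not, since the estimate of spread per probe is shared here too. The fixed block for slide gave 1835 in pLN d12 and 1376 in PP, and RNA input as a covariate 1169 in PP. The PP count was 355 without slide 4 and 385 without PP TFH GL7+ replicate 2, and the pLN count was 575 without pLN d12 TFH replicate 1. When only the compared groups entered the fit, limma called 0 probes in both tissues (3104 in pLN d12 and 2081 in PP at an unadjusted p under 0.05). The 70 named genes gave 36 calls in pLN d12 and 16 in PP (42 and 25 when adjusted over the list alone). Foxp3, the transcription factor that defines Treg cells, was called higher in TFR cells in both tissues, and no fold is given because 1 of 2 TFH arrays in each tissue was below background. Its mean normalised intensity in TFR cells was 25990 ± 5570 in pLN d12 and 16330 ± 4120 in PP (SD, n = 2 arrays). Leading probes were Lrrc32, Itgae and Dnahc7b (higher) and Sostdc1, Padi4 and Il21 (lower) in pLN d12, and Klrg1, Lrrc32 and Trf (higher) and Cpeb1, Fbn2 and Smtn (lower) in PP. Trf and Fbn2 lost their calls without slide 4, and the leading Smtn probe lost its call under 6 of 16 alternatives. In pLN d12, TFR cells were below TFH cells for Sostdc1 (log2 fold change -5.94, SE 0.80, adjusted p 0.00162), Il21 (-5.43, SE 0.38, adjusted p 3.73e-05), Il4 (-3.55, SE 0.66, adjusted p 0.0103), Bcl6 (-2.53, SE 0.32, adjusted p 0.00112) and Ascl2 (-5.15, SE 0.47, adjusted p 0.000165). Il4 lost this call under 4 of 16 alternatives, and Sostdc1, Il21, Bcl6 and Ascl2 under 1 each. In PP, only Il21 of these 5 was called (-1.99, SE 0.38, adjusted p 0.0166), and it lost its call under 6 of 17 alternatives. There, Il10 was at least 27.2-fold higher in TFR cells (both TFH arrays below background), and Ifng was lower (-2.61, adjusted p 0.0369), a call lost under 9 of 17 alternatives.

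The GL7+ and GL7- TFH fractions of PP were compared directly. limma called 2 probes, both lower in GL7+ cells (Il17a and Fam83a), with 254 at an unadjusted p under 0.05, where 22264 were tested. The methods' t-test gave 0 probes after adjustment and 556 at an unadjusted p under 0.05. Il17a was at least 11.8-fold lower in GL7+ cells, at 353 ± 127 in GL7- cells (SD, n = 2) and below background on both GL7+ arrays, and it lost its call under 5 of 18 alternatives. The differences of Bcl6 (0.33) and Cxcr5 (0.42) did not pass the correction (adjusted p 1.0). When slide 4 was left out, 27 probes were called, including both. Without PP TFH GL7+ replicate 2 limma called 0 (204 at an unadjusted p under 0.05), and without GL7- replicate 1 it called 11.

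Tissue differences were tested in each cell type. Between PP and pLN d12, 499 probes were called in Treg cells (405 higher, 94 lower in PP), 1011 in GL7+ TFH cells (526 higher, 485 lower) and 2476 in TFR cells (1277 higher, 1199 lower). In the average over the 3 cell types 2080 probes were called (1171 higher, 909 lower). Since each slide holds arrays of a single tissue, slide could enter as a random block only, which gave 210, 529, 1997 and 486 probes, of which 197, 470, 1808 and 486 were among those called without it. Leaving out 1 array lowered the first 3 counts to 164 (without pLN d12 Treg replicate 1), 252 (without PP TFH GL7+ replicate 1) and 1309 (without pLN d12 TFR replicate 1). When only the compared groups entered the fit, limma called 0, 0 and 648 probes (1969 and 3071 at an unadjusted p under 0.05 for the zeros). In the same direction in all 3 cell types 126 probes were called (85 higher, 41 lower in PP), while 1543 were called in TFR cells alone. A call in TFR cells alone does not show a difference between cell types. The test of TFR against TFH tissue differences called 136 probes (105 larger, 31 smaller in TFR), with 1444 at an unadjusted p under 0.05. This count fell to 41 without PP TFH GL7+ replicate 2, to 57 without slide 4 and, by limma on the compared groups alone, to 0 (1236 at an unadjusted p under 0.05). The 70 named genes gave 11, 15, 44 and 38 calls in Treg, TFH, TFR and the average (17, 19, 46 and 38 when adjusted over the list alone), and 6 in the test between TFR and TFH (22 over the list alone).

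Fut7 (probe A_51_P445473, chromosome 2, 25281802 to 25281861) was lower in PP in Treg cells (log2 fold change -3.90, SE 0.45, adjusted p 0.00185), TFH cells (-4.64, SE 0.45, adjusted p 0.000775) and TFR cells (-5.05, SE 0.45, adjusted p 0.00017). Its Treg and TFH calls were lost under 2 of 18 alternatives each. Itgb1 was lower in all 3 (-1.93, -3.18 and -2.57), and its Treg and TFH calls were lost under 6 and 2 of 18 alternatives. Dhrs3 was higher in Treg cells (4.43) and TFR cells (3.21) and by 0.93 in TFH cells, under the threshold. Leading probes in Treg cells were Ciita, Asb2 and Dhrs3 (higher) and Fut7, Plcd1 and Maged1 (lower), of which Ciita, Asb2 and Fut7 lost their calls without slide 4, and Ciita, Asb2 and Maged1 with slide as a random block. Another tested probe of Asb2 pointed the opposite way in Treg and TFR cells. In TFH cells they were Esm1, Pawr and Serpina9 (higher) and Slpi, Stfa3 and Popdc2 (lower), where Esm1, Serpina9, Slpi and Stfa3 lost their calls without slide 4. In TFR cells they were Epas1, Sostdc1 and Asb2 (higher) and Dnahc7b, Zbtb32 and Fut7 (lower). In the average they were Gm17745, Mypn and 1500032F14Rik (higher), all 3 of which lost their calls without slide 4 and with slide as a random block, and Slpi, Fut7 and Lgals3 (lower), of which Slpi and Lgals3 lost theirs with slide as a random block.

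The 6 named genes called in the test of TFR against TFH tissue differences were Vdr (4.49, SE 0.48, adjusted p 0.00332), Ascl2 (4.44, adjusted p 0.0188), Il21 (3.45, adjusted p 0.0254), Dhrs3 (2.28, adjusted p 0.00609), Hif1a (2.08, adjusted p 0.0325) and Btla (1.40, adjusted p 0.0371). Hif1a, Il21, Btla and Ascl2 lost their calls under 13, 12, 10 and 9 of 21 alternatives, and Vdr and Dhrs3 under 2 each. Sostdc1, with a difference of 5.18 (SE 1.13, adjusted p 0.0973), was not called but gained a call under 3 of 21 alternatives. In TFR cells Sostdc1 was higher in PP (5.05, SE 0.80, adjusted p 0.00293), as were Il21 (3.35), Ascl2 (3.61), Bcl6 (2.39) and Vdr (4.32, SE 0.34, adjusted p 0.000107, probe A_52_P334562, chromosome 15, 97685136 to 97685195), and Ifng (-3.85), Tbx21 (-3.14) and Il2ra (-3.01) were lower. In TFH cells the differences for Sostdc1, Il21, Vdr and Ascl2 were -0.13, -0.10, -0.17 and -0.83, none called, and those of Sostdc1 and Vdr changed sign under some alternatives. Il2ra was lower in PP in TFH cells as well (-3.17, adjusted p 0.0086). The test of TFR against TFH tissue differences did not call Il2ra (0.16), Ifng (-2.52) or Tbx21 (-2.51). Leading probes of this test were Trf, Dnase1l3 and Vdr (larger in TFR) and Klk1b24, Enpp2 and Myb (smaller), and all 6 lost their calls without slide 4.

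**Figure D4:**
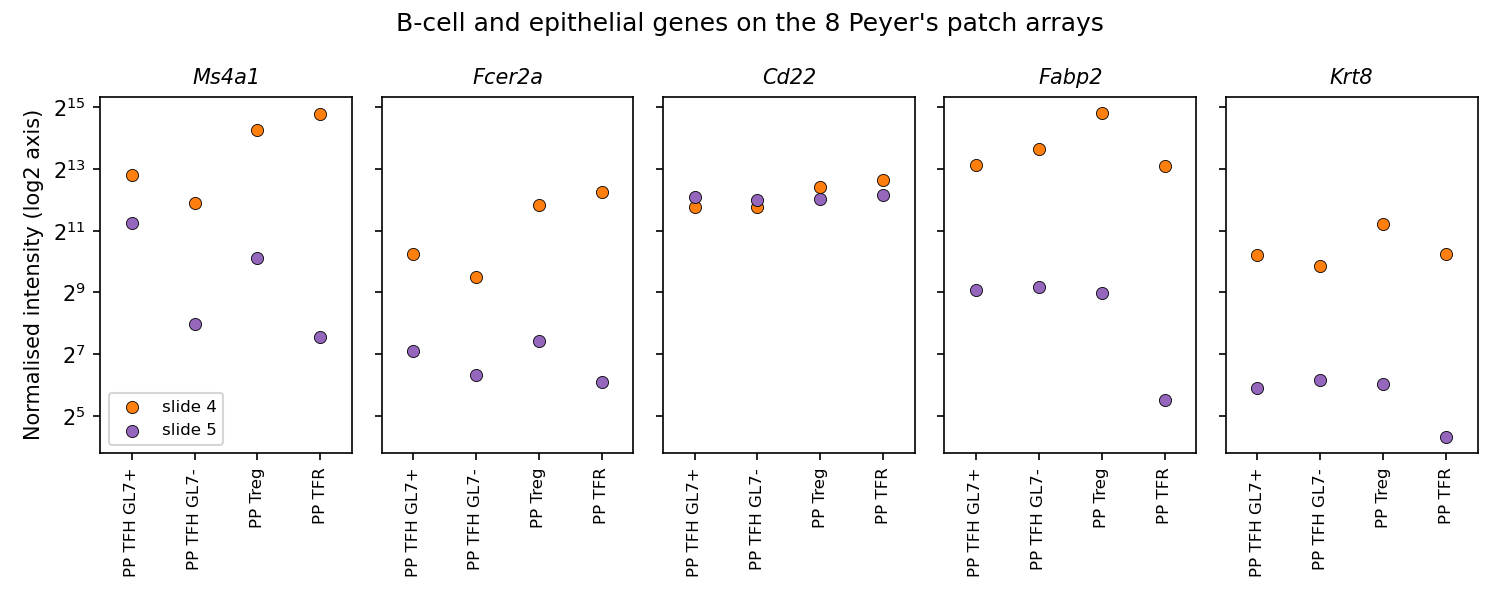
Points give the normalised intensity (log2 axis) of 3 B-cell genes (Ms4a1, Fcer2a and Cd22) and 2 epithelial genes (Fabp2 and Krt8) on the 8 PP arrays, by group, on slide 4 (orange) and slide 5 (purple). Ms4a1 is at 19568 on slide 4 and 1101 on slide 5 in PP Treg cells, while Cd22 is nearly alike on both slides.

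The arrays of slide 4 carried transcripts typical of other cells. Over the 12 measured B-cell genes of a list of 13, the median fold of slide 4 over slide 5 was 3.34, at least 6.48, at least 17.9 and at least 50.9 in GL7+ TFH, GL7- TFH, Treg and TFR cells, with 11, 10, 12 and 12 genes higher. Over the 6 of 7 epithelial genes that were above background on all 4 arrays of slide 4 it was at least 15.2, 15.1, 35.1 and 19.1. On slide 5, 0, 1, 2 and 1 of these B-cell genes and 1, 2, 2 and 3 of these epithelial genes were below background. Of all 7 epithelial genes, each above background on some PP array, 7, 7, 7 and 5 were higher on slide 4.

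Cells of day 25 were compared with day 12 in pLN, with 1 array per d25 group. limma called 2 probes in naive T cells (Pon3 and Zfp879, both lower), 7 in TFH cells (5 higher, 2 lower, with Fabp7 and Dbh leading), 0 in Treg cells and 2 in TFR cells (Fabp7 and Tph1, higher). At an unadjusted p under 0.05 there were 258, 635, 780 and 812 probes. None of the 70 named genes was called on either count, and Bcl6 in TFR cells rose by 0.82 (adjusted p 1.0). All d25 arrays were on slide 3, so day and slide cannot be told apart. A random block for slide gave 0, 4, 0 and 0 (146, 529 and 342 at an unadjusted p under 0.05 for the zeros). Without either d12 array limma called 0 probes in naive T, Treg and TFR cells (194 to 1312 at an unadjusted p under 0.05) and 9 to 16 in TFH cells.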

Values the study reported

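The study computed its principal component analysis from over 8,000 of the most diversely transcribed genes. It gave the purity of its sorts as usually ≥95%, and the number of cell fractions as 2 in Peyer's patches and on day 25 and 3 on day 12.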

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

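The test of the spike-in signal and the alternative without slide 4 were chosen only after the result was seen, while the test of the array with high background was set before.

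The change from Treg to TFR cells differed between tissues on 122 probes (77 larger in PP, 45 smaller) by a test of the difference itself. Each slide holds both cell types, so a shift common to all arrays of a slide cancels in this difference by the layout. For the same reason a fixed block for slide leaves the estimates as they are and changes the residual alone. Its 1019 calls, which include the 122, are thus no further test of such a shift, though they show how far the count depends on pairing by slide. Without quantile normalisation 85 of the 122 were called among 96, which argues against quantile normalisation as the cause of those 85. Without slide 4 only 10 probes were called (5 of the 122). All 122 nevertheless kept their direction, which those remaining arrays partly share by construction, and the median difference was 2.23 against 2.34. Leaving out a single array gave 37 to 75 probes, 37 without pLN d12 TFR replicate 1, so the loss of calls goes with fewer arrays as well as with slide 4. None of the 30 tested marker genes of other cells was called. This cannot speak against RNA of other cells, since unlike amounts on slides 4 and 5 widen the spread of such genes. Ms4a1 in PP TFR cells, for example, was at 28140 on slide 4 and 188 on slide 5. RNA of other cells on slide 4, in different amounts in its Treg and TFR samples, may contribute and stays open. A difference between the tissues, which the design names, stays open and untested as an explanation. Immunisation, which the labels name for the pLN samples only, is tied to tissue and stays open as well.

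TFR cells differed between tissues by another amount than TFH cells on 136 probes (105 larger, 31 smaller), again by a test of the difference itself. The array pLN d12 TFR replicate 2 has a high background (268). The criterion set beforehand, a fall to under 50% of the count without that array, was met, with 57 probes. It was read as undecided only after the other arrays were examined: 4 of the 7 other arrays, when left out, gave as few or fewer (41 to 164 over these 7), so the fall is not specific to that array. A shift shared within slides cancels here too by the layout, so the 613 calls with a fixed block for slide, which include the 136, are no further test of it. Without slide 4, 57 probes were called (23 of the 136), all 136 kept their direction, and the median difference was 2.41 against 2.39. Of the 30 tested marker genes 1 was called, which says little, since the spread of such genes between the PP slides is wide. The high background may still contribute, and RNA of other cells on slide 4 and a tissue difference between cell types stay open. GL7 differs as well, since pLN TFH and PP TFH cells were GL7+ while TFR cells were sorted irrespective of it. Immunisation is tied to tissue here too and stays open.

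Spike-in control probes gave signal on all 20 arrays, a signal in features that no comparison uses, while the labels mention spike-in RNA for a subset of samples. On each array 6 to 7 of 10 spike-in probes were above background in all their features. The brightest was at least 383 times the negative controls, and up to 5630 times, which argues against background as the source. Whether spike-in RNA was added to all samples or reached them otherwise stays open. No biological explanation was tested.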

How the results depend on the processing

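Leaving out slide 4 was chosen after seeing the data, and the other alternatives were set before. Counts are probes called, and a count is called unchanged when it is within 1.5 times that of the full analysis. Under the authors' series matrix values every count was unchanged. No called direction among the 163 pairs of gene and comparison reversed under any alternative. The uncalled values of Sostdc1 and Vdr for TFH cells between tissues changed sign (-0.68 to 0.43 and -0.35 to 0.0017). Over these pairs and alternatives 2498 stayed on their side of the threshold, 353 lost their call and 25 gained one. Except where a construction is named, the cause was not tested.

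With 75th percentile scaling only, the count was 4 for GL7+ against GL7- TFH cells and 1 for naive T cells of d25 against d12. Without the floor, it was 0 for GL7, and for d25 against d12 it was 0 (naive T), 2 (TFH), 1 (Treg) and 1 (TFR), the zeros by limma with 230 and 382 at an unadjusted p under 0.05. Without the detection filter, it was 670 for TFH between tissues, 87 for TFR minus TFH between tissues, and 41, 68, 93 and 22 for d25 against d12 in naive T, TFH, Treg and TFR cells, with more probes tested. With the median of all on-chip features, it was 0 for naive T d25 (257 unadjusted). With normexp, it was 0 for GL7 (217 unadjusted), 1180 for the tissue average, and 0 (133 unadjusted), 2 and 1 for naive T, TFH and TFR d25, and the programme difference was 0.0373.

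Under the fixed block for slide, the counts were 3092 for PP TFR against Treg, 1019 for the difference of that change between tissues, 1835 and 1376 for TFR against TFH in pLN d12 and PP, 4 for GL7 and 613 for TFR minus TFH between tissues, and the programme difference was 0.0540. By construction this removes the shift that slides share. Under the random block for slide, the counts were 210 for Treg, 529 for TFH and 486 for the average between tissues, 0 (146 unadjusted), 4 and 0 (342 unadjusted) for naive T, TFH and TFR d25, and 7360 for the F test. Of the probes called in the average, 67.7% were then higher in PP, against 56.3%. Scan day as a block gave 210, 529 and 486 between tissues, where it coincides with slide for these contrasts, 7504 for the F test, and 0 (1249 unadjusted), 11 and 10 for naive T, TFH and Treg d25. With RNA input as a covariate, the counts were 601 for the difference of the Treg to TFR change, 1169 for PP TFR against TFH, 1143 and 2015 for Treg and TFH between tissues, 374 for TFR minus TFH, 12 for TFH d25 and 7227 for the F test, and the programme difference was 0.0459.

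With only the compared groups in the fit, fewer degrees of freedom are left by construction. The counts were 1463 for TFH against naive T cells, 585 for pLN TFR against Treg, 21 for the difference of that change, 648 for TFR between tissues, and 0 for PP TFR against Treg, TFR against TFH in both tissues, GL7, Treg and TFH between tissues, TFR minus TFH, and naive T, TFH and TFR d25, by limma. Those zeros had 3502, 3104, 2081, 302, 1969, 3071, 1236, 370, 301 and 642 probes at an unadjusted p under 0.05. The programme difference was -0.100. Unmoderated tests gave 88 for TFR minus TFH, 0 for naive T d25 (278 unadjusted) and 1 for TFR d25. The methods' t-test gave 0 for GL7, with 556 at an unadjusted p under 0.05. Trend and robust moderation gave 1 for GL7, 1 for naive T d25, 4 for TFH d25 and 1 for TFR d25. With only the programme's rising probes, the programme difference was -0.0870.

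Without slide 4, which leaves 1 array per PP group, the counts were 996 for PP TFR against Treg (871 of the 2059), 10 for the difference of that change (5 of the 122), 355 for PP TFR against TFH (267 of the 765), 27 for GL7, 262 for Treg (150 of the 499) and 217 for TFH between tissues (165 of the 1011), 57 for TFR minus TFH (23 of the 136) and 941 for the F test (840 of the 3848). The programme difference was 0.0726. The lone arrays are assumed to vary like the other groups.

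With each array left out in turn, the counts ranged from 2411 to 3131 for TFH against naive T cells, 954 to 1441 for pLN TFR against Treg, 1291 to 1846 for PP TFR against Treg, 37 to 75 for the difference of that change, 575 to 1002 for pLN TFR against TFH, 385 to 623 for PP TFR against TFH, 0 to 11 for GL7, 164 to 295 for Treg, 252 to 492 for TFH and 1309 to 1790 for TFR between tissues, 1897 to 2165 for the average, 41 to 164 for TFR minus TFH, and 2753 to 4038 for the F test. For d25 they were 0 to 0 for naive T, Treg and TFR cells (194 to 1312 unadjusted) and 9 to 16 for TFH cells. The programme difference ranged from -0.0980 to 0.102.

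Signal over background limits what low transcripts can show: the lowest detected normalised intensity was between 20 and 144 on an array, so a difference under that is not resolved.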

Other observations

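The tests of slide 4, of slide and RNA input, of the random slide block and of single arrays for Il17a were chosen only after the result was seen, while those of other splits, the slide split, day 25, sex genes and B-cell RNA in TFH sorts were set before.

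The F test here called 3848 probes of 3083 genes. That is lower than the number the study quotes for its principal components. Each day 25 group has 1 array here, and each day 12 group has 2. Both are lower than the numbers the study gives.

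For the 2080 probes that differ between PP and pLN d12 over 3 cell types, 1 of 100 drawn splits of the 12 arrays within cell type (108 are possible), the real one, gave as many, and the largest other split gave 854. Chance can be excluded only if the arrays of a slide vary independently. They do not (within-slide correlation 0.742), and the 4 slides, each of 1 tissue, are too few to exclude chance among slides. A split by slide within tissue gave 0 probes, but that test is void because the tissue difference then enters the spread. A random block for slide left 486 probes called, all among the 2080. This does not exclude slide differences, since 1 correlation is used for all probes and each tissue has 2 slides. That criterion was stated when the 486 were already known. Of the 2080 probes 1408 were still called without slide 4, which argues against slide 4 alone as the cause of those. The full set held 6 of 30 tested marker genes of other cells. For all 2080 probes slide and tissue stay open, and a tissue difference was not tested apart from slide. Immunisation, which the labels name for the pLN samples only, cannot be told apart from tissue either. The difference of the programme's Treg to TFR medians between tissues was within its spread from single TFR arrays, so the tests set beforehand to explain such a difference were not run. With single arrays left out it ranged from -0.0980 to 0.102, beyond that spread. Whether these medians differ between tissues thus stays open. Whether the other medians of the programme differ between tissues was not tested.

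The PP Treg array of slide 4 carried more B-cell and epithelial transcripts than that of slide 5. In PP Treg cells all 12 B-cell genes above background on all arrays of slide 4 were higher (median 17.9-fold), as were all 6 such epithelial genes (median 37.9-fold). With slide 5 values below background raised to the lowest detected intensity, these medians are at least 17.9 and at least 35.1. Choosing genes by slide 4 favours it, but with genes above background on any PP array all 12 and all 7 were higher. The 12 include Cd79a, whose probe position is in doubt. Ms4a1 was at 19568 against 1101 and Fabp2 at 29054 against 502. This form of the test, on Treg cells alone, followed a first one over all 4 groups that did not decide. There the fewest genes higher in any group were 10 of 12 B-cell genes and 5 of 6 epithelial genes, with folds of the floored normalised values from 0.802 to 150 for B-cell genes and from 0.603 to 192 for epithelial genes. Cells or RNA of B cells and gut epithelium in the sorted samples may explain the Treg values. This stays a hypothesis that was not tested apart from other causes. The folds were unequal in Treg cells too (Cd22 was 5470 against 4138), which does not decide it. A probe with signal of its own shows a smaller fold when RNA is added. Cd22 was at 4614 on PP TFR replicate 2, where Ms4a1 was at 188. In TFR cells all 12 B-cell genes were higher as well, and the exceptions lie among the epithelial genes of TFR cells and the B-cell genes of TFH cells. The median folds of slide 4 over slide 5 for myeloid genes were 1.86, 1.79, 5.31 and 5.63 (GL7+ TFH, GL7- TFH, Treg, TFR). Of these 7 genes, 5, 4, 6 and 6 were higher on slide 4. The median folds were 0.75, 0.799, 1.03 and 1.74 for CD8 T genes. They were 1.22, 0.89, 0.219 and 0.549 for the 2 measured male genes. The folds of Xist were 0.448, 0.669, 0.355 and 0.329. All 7 myeloid genes were above background on all arrays. None of the lists' genes is among the 70 named ones. No biological explanation was tested.

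Arrays of the same group differ by a shift that slides share. The median residual SD fell from 0.341 to 0.153 on the log2 scale (by 55.3%) when each slide had its own mean, which is consistent with a slide effect. The slide differences of pLN d12 and PP, both between 40 and 50 ng of RNA, went together across probes (Pearson r 0.533, Spearman rho 0.636, genes are not independent replicates). RNA input could therefore contribute, but it is tied to slide and scan day, and 2 pairs of slides cannot part them.

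The levels of sex-linked genes varied between arrays. The SD between slide means over the SD within slides was 1.7 for the male genes Ddx3y and Eif2s3y and 0.591 for Xist. Pools of different sex make-up on different slides cannot be told apart from other causes, because the values lie between those set for and against it. No biological explanation was tested.

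B-cell RNA in the TFH sorts is argued against as a source of the differences between TFH and naive T cells that both slides of pLN d12 share. The median log2 change of 10 measured B-cell genes was -0.473, and 1 B-cell gene was called. The slides differ, with 0.927 on slide 1 (9 of 10 genes higher in TFH) and -1.70 on slide 2 (1 of 10), so some B-cell RNA on slide 1 stays open. Cd22 was higher in TFH than in naive T cells on both slides (3476 against 1613 and 3467 against 1778). The argument does not cover that gene. Day 25 differed from day 12 on 2 probes in naive T cells, with 258 at an unadjusted p under 0.05, against 7, 0 and 2 in TFH, Treg and TFR cells by limma. Counts this low leave slide and day open, and both a slide difference and a change with time remain untested apart.

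GL7- TFH cells of PP had more Il17a than GL7+ cells. Without either GL7- array the bound of the fold was at least 9.1, which argues against a single GL7- array as the cause. Without PP TFH GL7+ replicate 2 limma called 0 probes in this comparison, with 204 at an unadjusted p under 0.05. GL7 status stays open as an untested biological difference, as does the composition of the sorts.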
